A study of Rattus norvegicus and Macaca fascicularis with 35 samples.

How the data were processed

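Liver RNA was measured by RNA-seq in 29 rats and 6 crab-eating macaques. Per the labels' protocols, total RNA was depleted of ribosomal RNA, strand-specific libraries were made, and 150 bp paired-end reads were produced on an Illumina instrument. The labels do not state the aligner, the genome build or the annotation, and no coordinates are given. Reads that fall on near-identical paralogs or on overlapping genes may have been split in a way that cannot be checked from the values.

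The rat table as deposited by the authors holds log2 values, 1 per gene and sample. The lowest value was 0 and the highest was 23.2. When the logarithm was undone and 1 was subtracted, every value in a sample was a whole multiple of the same step, so that 100% of the values were whole reads. The sample scaling in the deposited log2 values differed from median-ratio scaling factors by at most 5.1e-15, so the values are log2(scaled reads + 1). A log2 difference on this scale understates the change of a gene with few reads. The rat table lists 14228 genes, each with at least 10 reads summed over the samples. Of their symbols, 13077 match a symbol of the GRCr8 gene table and 889 match an older symbol in it.

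The macaque table holds whole-number counts per gene symbol as deposited by the authors, without normalisation. The name of the deposited table gives featureCounts as the counting tool, with settings that are not stated. Of its 16534 rows, 1 has no gene name and was left out. Every sample column was matched to its label, and 0 columns were without a sample.

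Samples were grouped by their titles, which give the genotype (wild type or leptin knockout), the time point (W4, W8, W16, W32 or W48) and the replicate number. There were 3 rats in each of the 10 groups except the knockout group at W32, which had 2. The macaques were labelled CM (3 animals) or WT (3 animals). The labels do not say what CM stands for or whether W counts weeks, so both are used here as written. No replicate pair had counts that agreed within sampling noise. The lowest chi-square per degree of freedom was 26.7 among 28 rat pairs and 52.9 among 6 macaque pairs, so all samples counted separately.

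Rat genes with a mean of at least 10 scaled reads were tested, which left 11759 and removed 2469. limma 3.58.1 was fitted to the deposited log2 values of all 29 rats, with 10 group means and an intensity-dependent variance trend. From this fit came the knockout against wild type contrast at each time point, its average over the 5 time points, the interaction of genotype and time point (4 degrees of freedom), and the differences between time points within each genotype. For these F tests the size given is the range of the log2 effects. The macaque counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, default expression filter) on 12760 genes. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are said to pass. Values are given as mean ± SD over animals, and contrasts with a standard error (SE).

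A set of 10 gene lists, written before the data were examined, was tested with camera in limma at an inter-gene correlation of 0.01, with adjustment over 50 list and time point pairs in rats and over 10 lists in macaques. Rat and macaque log2 fold changes were compared by Spearman correlation across genes with the same symbol. Genes are not independent replicates, so no p-value is attached to it.

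The genes named below follow a rule fixed before the data were examined. Lep and 8 further genes were always looked up (Col1a1, Acta2, Timp1, Ccl2, Fasn, Scd, Srebf1 and Cpt1a, with Scd listed as Scd1 in the rat table). At each time point the rule took the 2 largest rises and the 2 largest falls among passing genes with every knockout rat beyond every wild-type rat. For the average it took 5 of each with the same sign at all 5 time points. It took the 4 smallest p-values of the interaction, the 3 smallest of each test between time points within a genotype, and up to 5 rises and 5 falls in macaques. Of the 8 further genes, values are printed where they passed over all genes or over these 8 alone. ACTA2 was not analysed here in macaques. A gene that the rule selected at W4 is not reported here.

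A contrast of 1 time point, the interaction, the wild-type time points, the macaque contrast and the rat gene lists were checked on simulated counts. The average, the knockout time points, the macaque gene lists and the comparison between species were not. Genes were simulated independently with the same dispersion for all, and only genes with many reads were changed singly. With 200 of the 11759 rat genes changed 4-fold, limma recovered 96% of them in a contrast of 1 time point and made 12 false calls among 204. The interaction test recovered 67.5%. In contrasts without a change limma made 0 calls. In the macaque simulation edgeR recovered 94.5% of the 200 changed genes out of 12760, and DESeq2 recovered 96.5%. For camera, 1 of 1 changed pair was found among 50 pairs, with 0 others. Independent genes cannot show the effect of correlation within a list, so this does not check the setting of the inter-gene correlation.

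The alternatives were a pseudocount of 0.1, no filter on low values, quantile normalisation, a fit to only 1 time point or genotype, the replicate number as a block, leaving out each replicate in turn, another inter-gene correlation, and DESeq2 1.42.0 or its size factors in macaques. After the data were seen, edgeR and DESeq2 on the recovered rat reads and fits without some time points were added. The replicate numbers come from the sample titles, and same-numbered samples are different animals. Other analyses used R 4.3.3 and plots used matplotlib 3.10.9.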

Results

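Liver transcriptomes were compared between wild-type rats and rats in which the gene for leptin (Lep), a hormone made mainly by adipose tissue, had been knocked out. The series title frames the rats as a natural history of non-alcoholic steatohepatitis (NASH), a fatty and inflamed state of the liver. Rats were collected at 5 time points, W4 to W48, with 3 rats per genotype and time point except 2 knockout rats at W32. A further 6 crab-eating macaques were labelled CM (n = 3) or WT (n = 3). The rat libraries held 24056776 to 56397745 reads assigned to genes, and the macaque libraries held 23096108 to 33286768 counts. The transcript with the most reads in the rat libraries was LOC102723236, which took 12.8% to 24% of the reads.

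The targeted gene was looked up first. Lep had 0 reads in 28 of the 29 rat libraries, wild-type rats included. The library labelled knockout replicate 2 at W32 held 23 Lep reads. LEP had 0 counts in all 6 macaque libraries. Wild-type liver thus held no Lep reads at this depth, at which 3 reads are the smallest amount taken as detected. The read level of Lep could not check the genotype labels. A count per gene does not show which allele the reads come from. The 23 reads in the library labelled knockout replicate 2 at W32 therefore cannot decide about its label.

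Reads of Eif2s3y, a Y-linked gene, separated the W32 knockout libraries from all others. The log2 value of Eif2s3y was 0.84 and 2.37 in the W32 knockout libraries and 9.62 to 10.37 in the other 27. The row named Ddx3 showed 3.01 and 3.52 in the W32 knockout libraries against 10.71 to 11.69 in the other 27. The comparison at W32, and the average, interaction and knockout time course that contain it, therefore compare animals that differ in these transcripts as well as in the genotype label. Sums over 9 pancreatic enzyme genes, which liver libraries hold few reads of, gave a second split. These sums were 177193 reads in W32 knockout replicate 2, 52 to 222 reads in 6 other libraries (all others at W32, and wild-type replicates 1 and 2 at W48), and at most 6 reads in the remaining 22. All libraries at W4, W8 and W16 fell among these 22, and none at W32 did.

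**Figure D1:**
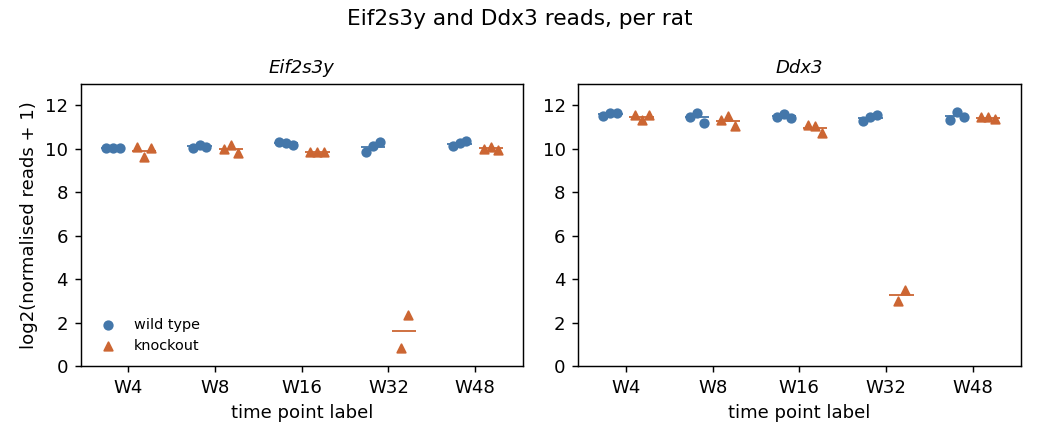
Log2(normalised reads + 1) of Eif2s3y and Ddx3 (vertical axis) by time point label (horizontal axis) for each rat, with circles for wild type, triangles for knockout and bars for group means. The W32 knockout libraries lie at 0.84 and 2.37 for Eif2s3y, below the range of 9.62 to 10.37 in the other 27.

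The first question was how knockout and wild-type livers differed at each time point. By limma, 231 of 11759 genes passed at W4, with 156 higher and 75 lower in knockout rats. At W8, 326 genes passed (187 higher, 139 lower). At W16 the number was 3571, with 1823 higher and 1748 lower. At W32 it was 2493 (1300 higher, 1193 lower), and at W48 it was 256 (145 higher, 111 lower). Leaving out 1 replicate moved the count most at W4, to as few as 39 genes, and a fit to the samples of the time point alone moved it most at W16, to 1615, and at W32, to 1099. With same-numbered rats of a time point as a block, 136 genes passed at W4 and 3269 at W16, where the mean correlation of same-numbered deviations was 0.15 and 0.105. Of the genes that passed at both W16 and W32, 1428 of 1448 changed in the same direction, and the log2 fold changes of these time points had a Spearman rho of 0.60 across genes. Between W4 and W16 the rho was 0.05, with 100 shared genes of which 77 changed in the same direction. A set of 12 genes passed at all 5 time points.

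**Figure D2:**
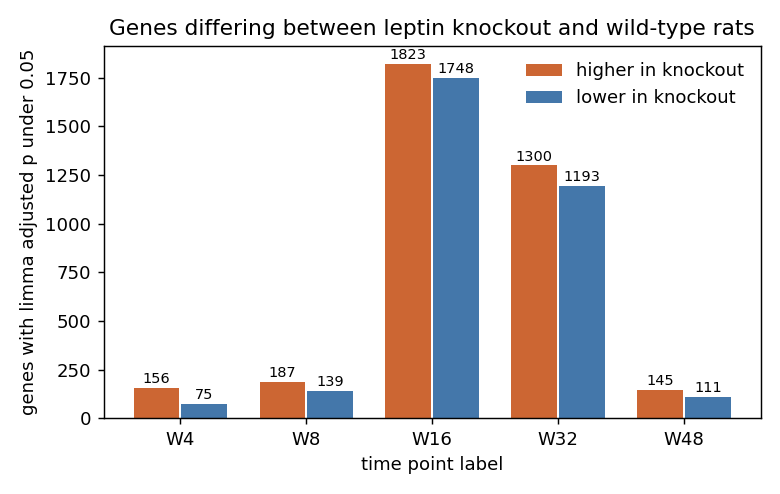
Number of genes with a limma adjusted p under 0.05 (vertical axis) at each time point label (horizontal axis), split into genes higher and genes lower in knockout than in wild-type rats. W16 has 1823 higher and 1748 lower genes, and W4 has 156 and 75.

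At W4 the largest rise under the naming rule was Cyp2a3, from 2.33 ± 1.67 (SD, n = 3) in wild type to 7.17 ± 1.40 (SD, n = 3) in knockout rats, a log2 difference of 4.85 (SE 0.82, limma adjusted p 0.00352). Cyp2a3 belongs to a family of similar genes, and reads may be shared between them. Socs2 fell by 4.02 (SE 0.88, limma adjusted p 0.0174) and Aox3 fell by 3.41 (SE 0.61, limma adjusted p 0.0053).

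At W8, Sdr16c6 rose from 0.60 ± 1.04 to 8.80 ± 1.72 (SD, n = 3 each; limma adjusted p 0.000304). Sult2a2 was higher by 5.37 (SE 1.07, limma adjusted p 0.0072). Mmd2 fell from 7.50 ± 1.15 to 1.49 ± 1.48 (SD, n = 3 each; limma adjusted p 0.00145) and Sds, serine dehydratase, fell by 4.94 (SE 1.08, limma adjusted p 0.0139).

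At W16, Gucy2c was 0.21 ± 0.36 in wild type and 7.12 ± 1.96 in knockout rats (SD, n = 3 each; limma adjusted p 7.84e-06), and Sdr16c6 differed by 6.86 (SE 1.12, limma adjusted p 0.000128). Mup4 fell by 10.10 (SE 0.77, limma adjusted p 1.87e-08). Obp3 fell by 8.05 (SE 1.38, limma adjusted p 0.000198), and its knockout values ranged from 3.29 to 13.32. Mup4 and Obp3 belong to a multigene family and their reads may be split between copies.

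At W32, Gucy2c differed by 7.51 (SE 0.97, limma adjusted p 2.57e-05) and Ear11 by 7.22 (SE 1.10, limma adjusted p 0.000136). Obp3 fell by 10.79 (SE 1.55, limma adjusted p 7.38e-05) and Eif2s3y fell by 8.48 (SE 0.25, limma adjusted p 3.41e-17). These values rest on 2 knockout rats.

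At W48, Lcn2 rose from 7.74 ± 1.27 to 13.27 ± 1.21 (SD, n = 3 each; limma adjusted p 0.0292) and Sult4a1 rose by 5.34 (SE 1.10, limma adjusted p 0.0111). C1qtnf3 fell by 5.31 (SE 0.62, limma adjusted p 9.31e-05) and Stac3 fell by 5.25 (SE 1.34, limma adjusted p 0.0393).

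Among the 8 genes fixed in advance, the numbers passing over all genes and over these 8 alone were 1 and 1 at W4, 1 and 3 at W8, 3 and 7 at W16, 3 and 3 at W32, and 2 and 4 at W48. Scd1, stearoyl-CoA desaturase, was higher in knockout rats by 3.89 at W4 (SE 0.77, limma adjusted p 0.0103), by 5.22 at W8 (adjusted p 0.000461 in limma) and by 3.16 at W16 (adjusted p 0.00359 in limma). At W32 Scd1 was 16.64 ± 0.97 (SD, n = 3) in wild type and 15.30 ± 0.27 (SD, n = 2) in knockout rats, which did not pass. Scd1 at W48 differed by 2.41 (limma adjusted p 0.105), passing over the 8 genes only. Fasn, fatty acid synthase, differed by 3.29 at W48 (SE 0.64, limma adjusted p 0.00649), and by 1.91 at W8 (limma adjusted p 0.115), where it passed over the 8 genes only. At W16 Fasn was 10.60 ± 0.12 in wild type and 12.10 ± 0.57 in knockout rats (SD, n = 3 each; limma adjusted p 0.0766), again passing over the 8 genes only. The wild-type rats at W48 differed widely, with Fasn between 11.09 and 15.20. Against wild-type replicate 3, the only W48 wild-type library with under 10 pancreatic enzyme reads, the knockout mean of Fasn was 5.81 higher and that of Scd1 was 5.66 higher, a comparison with 1 rat and no test. Measured this way the difference of Srebf1 was 0.68 in place of 1.18, that of Ccl2 was 0.18 in place of 1.14, and that of Col1a1 was -0.05 in place of 0.53. Those of Acta2 (0.30), Timp1 (0.11) and Cpt1a (-1.19) were also nearer to 0 than with all 3 wild-type rats. Cpt1a fell by 1.24 at W48 (SE 0.31, limma adjusted p 0.0333). Cpt1a also fell by 0.94 at W8 and by 0.68 at W16, and Srebf1 rose by 1.18 at W48, each passing over the 8 genes only.

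Ccl2, a chemokine gene, was higher in knockout rats by 4.04 at W16 (SE 0.54, limma adjusted p 1.54e-05) and by 4.68 at W32 (SE 0.61, limma adjusted p 2.57e-05). Timp1 was higher by 2.19 at W16 (SE 0.44, limma adjusted p 0.000866) and by 2.27 at W32 (SE 0.50, limma adjusted p 0.00275). Acta2 was higher by 2.73 at W32 (SE 0.50, limma adjusted p 0.000722) and by 1.07 at W16, where it passed over the 8 genes only. Col1a1 was 8.80 ± 0.67 in wild type and 10.78 ± 2.12 in knockout rats at W16 (SD, n = 3 each; limma adjusted p 0.108), passing over the 8 genes only, and its knockout values ranged from 9.51 to 13.23. None of Ccl2, Timp1, Acta2 and Col1a1 passed at W4, W8 or W48. The W32 values rest on 2 knockout rats low in Eif2s3y, of which replicate 2 holds pancreatic enzyme reads. Ccl2, Timp1 and Acta2 were each higher in replicate 2 than in replicate 1. Acta2 was 10.275 in replicate 2 and 8.686 in replicate 1, both above the highest W32 wild-type value of 7.55. RNA from outside the liver may contribute to the values of replicate 2.

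**Figure D3:**
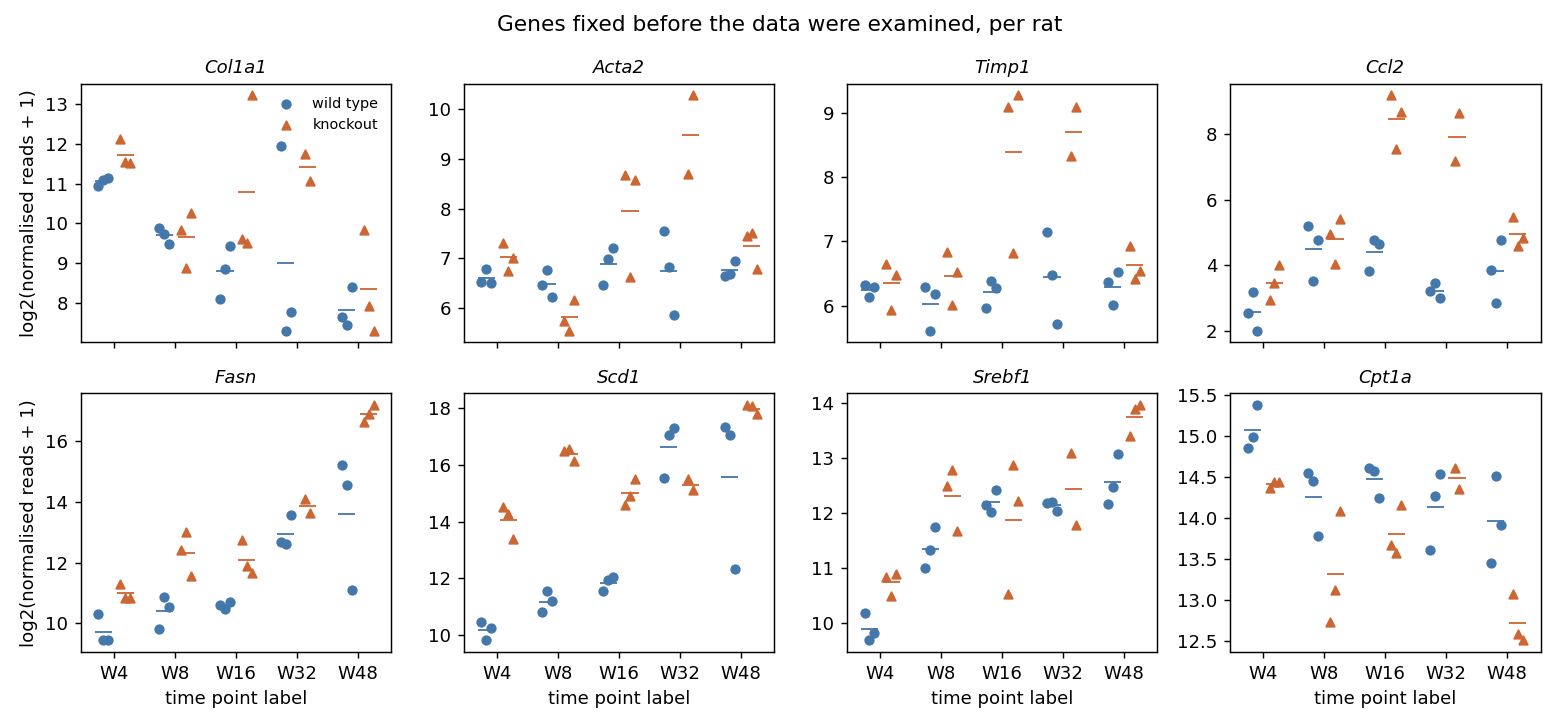
Log2(normalised reads + 1) of the 8 genes fixed in advance (vertical axes, which do not start at 0) by time point label (horizontal axis), with 1 circle per wild-type rat, 1 triangle per knockout rat and bars for group means. Ccl2 in knockout rats at W16 lies between 7.54 and 9.18, above the wild-type range of 3.83 to 4.78.

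Averaged over the 5 time points, 3916 genes passed by limma, 2111 higher (53.9%) and 1805 lower in knockout rats. Under quantile normalisation 4240 passed and 46.1% were higher, so which direction held the majority depended on the scaling. With W4, W8 and W16 only, where each library holds at most 6 pancreatic enzyme reads and none is low in Eif2s3y, 2327 genes passed and 2064 of them also passed with all time points. The largest mean rises with the same sign at every time point were in Lcn2 (4.61, SE 0.61, limma adjusted p 6.92e-06), P2rx5 (4.53, SE 0.30, limma adjusted p 4.93e-10), Sult2a2 (3.73), Ralyl (3.55) and Ear11 (3.48). The largest mean falls were in Mup4, which fell by 5.12 (SE 0.35, limma adjusted p 7.46e-10), Sds, which fell by 4.85, Mmd2, which fell by 4.08, Aox3, which fell by 4.03, and Nox4, which fell by 3.76. At W4 Mup4 lay between 0 and 1.01 in wild type and at 0 in knockout rats, too few reads to give a sign there. All 8 genes fixed in advance passed in the average, over all genes and over the 8 alone. The mean difference was 2.67 for Scd1, 2.21 for Ccl2, 1.77 for Fasn, 1.11 for Col1a1 (limma adjusted p 0.0469), 1.07 for Timp1, 0.81 for Acta2 and 0.59 for Srebf1, and Cpt1a fell by 0.63.

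The interaction test asked whether the genotype difference changed between time points. It passed for 2075 genes. Without W32 it passed for 1226 genes, of which 1117 were among the 2075. Within W4, W8 and W16 alone it passed for 1015 genes. The smallest p-values belonged to Ddx3 (range of genotype effects 8.09, limma adjusted p 6.8e-18), Eif2s3y (8.37, limma adjusted p 3.14e-14), Cyp4v3 (4.02, limma adjusted p 2.07e-06) and Ext1 (1.46, limma adjusted p 3.33e-05). Without W32 the adjusted limma p was 0.225 for Ddx3, 0.445 for Eif2s3y and 0.974 for Cyp4v3, and 0.000202 for Ext1. Ext1 was 9.64 ± 0.18 in wild type and 10.80 ± 0.09 in knockout rats at W16 (SD, n = 3 each).

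Between time points, 2972 genes passed within wild type and 5750 within knockout rats. Without W32 the counts were 2616 and 5603, and within W4, W8 and W16 they were 1588 and 4308. In fits to the samples of 1 genotype alone, 3038 genes passed in wild type and 4220 in knockout rats, so the difference between genotypes was smaller. In wild type the smallest p-values were for Kcnn2 (range 6.61, limma adjusted p 6.33e-12), Slc39a5 (3.47, limma adjusted p 1.02e-10) and Tceb2 (1.65, limma adjusted p 1.91e-10). Kcnn2 rose from 2.37 ± 0.61 at W4 to 7.90 ± 0.08 at W8 in wild type (SD, n = 3 each). In knockout rats they were for Ddx3 (8.21) and Eif2s3y (8.42), through the W32 libraries, and for Tceb2 (2.22, limma adjusted p 1.77e-12). Tceb2 was 10.07 ± 0.13 at W4 and 12.29 ± 0.18 at W48 in knockout rats (SD, n = 3 each).

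Of the 50 list and time point pairs, 24 passed in camera, 16 upwards and 8 downwards in knockout rats. When the inter-gene correlation was estimated for each list, 2 passed, both for the lipid droplet list, at W8 (limma camera adjusted p 0.00692) and W16 (limma camera adjusted p 0.0134). The lipid droplet list had a mean log2 difference of 0.90 at W8 (9 of 11 genes higher) and 1.66 at W16 (10 of 11). At the fixed correlation, lipogenesis transcripts had a mean difference of 1.13 at W4 (15 of 18 genes higher), 1.40 at W8 (16 of 18) and 1.59 at W48 (18 of 18). They did not pass at W16 (0.56, 9 of 18 higher, limma camera adjusted p 0.54) or at W32 (-0.14, 8 of 18 higher, limma camera adjusted p 0.99). The fibrosis list had mean differences of 1.35 at W16 and 1.73 at W32 (21 of 22 genes higher at each) and 0.38 at W48. Inflammation transcripts had a mean difference of 1.21 at W16 (15 of 20 higher). Bile acid transcripts fell by 0.82 at W16 and by 0.63 at W32, and glucose and insulin transcripts fell by 0.47 and by 0.98. Cholesterol synthesis transcripts rose at W8 (0.47) and W48 (0.67) and fell by 0.64 at W32. Cell cycle transcripts fell by 0.48 at W4 and were higher by 0.50 at W8, 1.19 at W16 (20 of 20 genes) and 0.45 at W48. Circadian transcripts were higher by 0.61 at W4 and fell by 0.48 at W48. The lipid droplet list was higher by 0.63 at W48, and fatty acid oxidation transcripts fell by 0.15 at W48. None of the 24 changed direction under quantile normalisation.

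**Figure D4:**
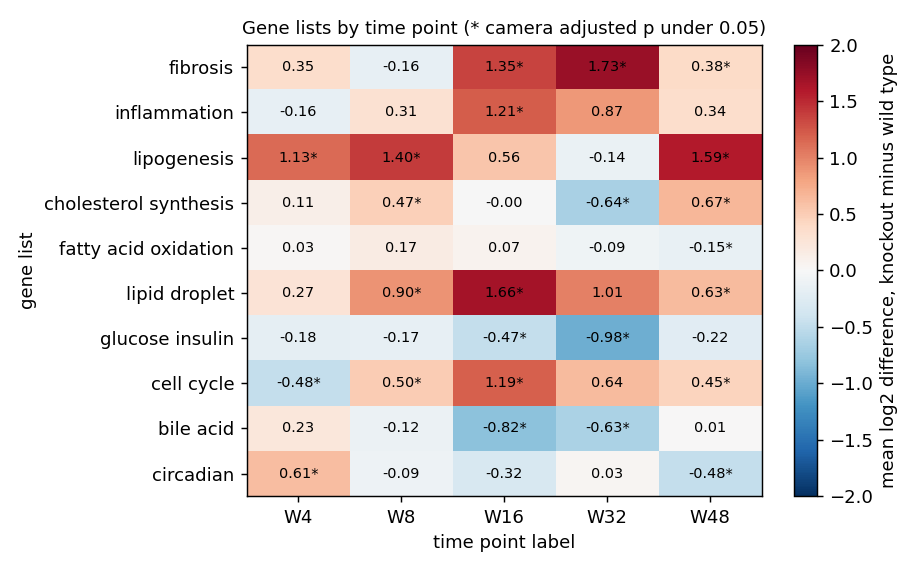
Mean log2 difference between knockout and wild-type rats for 10 gene lists (rows) at each time point label (columns), with colour from blue (lower in knockout) to red (higher) and an asterisk where the camera adjusted p was under 0.05. Fibrosis transcripts reach 1.73 at W32, and lipogenesis transcripts are at 1.59 at W48.

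In macaques, CM and WT livers were compared with 3 animals each. By edgeR, 3 of 12760 genes passed, all higher in CM, while 2507 had an unadjusted p under 0.05 against 638 expected by chance. With DESeq2, 836 genes passed, the 3 included, and 62.4% of them were higher in CM, so the single direction of the edgeR calls did not hold there. SREBF1 was 36.6 ± 3.74 CPM in CM and 10.9 ± 1.34 in WT macaques (SD, n = 3 each), a log2 difference of 1.79 (SE 0.14, edgeR adjusted p 0.0237). SLC17A4 rose by 2.53 (SE 0.21, edgeR adjusted p 0.0237) and SEMA4G rose by 1.16 (SE 0.10, edgeR adjusted p 0.0279). Of the 7 genes fixed in advance that were tested in macaques, 1 passed over all genes and 3 over the 7 alone. FASN was higher in CM by 2.26 (SE 0.31, edgeR adjusted p 0.0777) and CPT1A fell by 2.18 (SE 0.54, edgeR adjusted p 0.121), both passing over the 7 genes only.

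Of the 10 lists, 6 passed in macaques at the fixed correlation. Lipogenesis transcripts had a mean difference of 1.24 (15 of 15 genes higher in CM) and cholesterol synthesis transcripts 0.82 (17 of 18). Bile acid and circadian transcripts were higher by 0.47 and 0.37, while fibrosis transcripts fell by 0.55 and fatty acid oxidation transcripts fell by 0.40, with the same directions under DESeq2 size factors. With the correlation estimated for each list, lipogenesis alone passed (limma camera adjusted p 0.0305).

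The last comparison asked whether genes moved alike in both species. Across 9071 genes with a shared symbol, the Spearman rho between the averaged rat contrast and the macaque contrast was -0.071, and 48% of genes had the same sign. For single rat time points rho was 0.163 at W4, 0.043 at W8, -0.179 at W16, -0.107 at W32 and -0.03 at W48, so that its sign depended on the time point.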

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

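The regroupings and the depth test were set before their results were seen, and the fits without W32 were chosen only after.

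The genotype effect differed between time points for 2075 genes by the interaction test. Same-numbered pairs were then moved between time points on values with the mean time effects removed, where the real assignment gave 2069 genes. Of 100 draws 1 gave as many, the real assignment itself, and the next highest gave 1800. More genes passed at W16 and W32 than at the other time points. Thinning every rat library to the smallest total left a ratio of 7.85 between the smaller of W16 and W32 and the largest of the others, so a difference in library depth does not account for that pattern. Without W32, 1226 genes still passed. Leaving out W32 removes a time point, 5 libraries and the library with pancreatic reads together, so the fall in the count has no single tested cause. The difference of the W32 knockout libraries in Y-linked reads may contribute and cannot be told apart from the genotype at W32.

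By the same test, the genotype effect differed between time points for 20 of the 34 named rat genes. The adjusted limma p was 6.8e-18 for Ddx3, 3.14e-14 for Eif2s3y and 2.07e-06 for Cyp4v3. None of these 3 passed without W32, where the adjusted limma p was 0.225, 0.445 and 0.974. It was 3.33e-05 for Ext1, 7.29e-05 for Mup4, 0.000229 for Gucy2c, 0.000747 for Tceb2 and 0.00155 for C1qtnf3. It was 0.00168 for Ccl2, 0.00191 for Obp3, 0.0022 for Aox3, 0.00289 for Kcnn2 and 0.0041 for Sdr16c6. It was 0.00542 for Scd1, 0.00823 for Nox4, 0.0136 for Acta2, 0.0154 for Stac3, 0.0234 for Cyp2a3, 0.0276 for Timp1 and 0.041 for Sult2a2. Of these, Scd1 (limma adjusted p 0.276 without W32), Acta2 (0.128), Timp1 (0.0686) and Sult2a2 (0.0611) also lost the call without W32. For the genes that kept it, library depth was not tested gene by gene, and reads shared between copies remain possible for Mup4, Obp3 and Cyp2a3.

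The other count results were compared with regroupings of the same animals. At each of W4, W8, W16 and W48, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes, the real split. The other splits gave at most 1 gene. Among 4 splits the share cannot fall under 0.05, so the share cannot decide about chance at a single time point. The real splits gave 231 genes at W4, 326 at W8, 3571 at W16 and 256 at W48. The other splits mix the genotypes, which moves a real genotype difference into the spread within groups. Their low counts therefore do not show what chance gives, and no conclusion about chance is drawn from them. The W32 contrast, with 2 knockout rats, was not regrouped by itself. For the averaged contrast 1 of 100 draws that swapped the genotype within pairs gave as many genes, for the time points within wild type 1 of 100, and within knockout 1 of 100, the real one each time. The highest counts in the other draws were 991, 1807 and 3360. For the rat gene lists 1 of 100 draws gave as many passing pairs as the 24 found. The other draws gave a median of 14 passing pairs and up to 23. A draw that swaps all or none of the pairs of a time point keeps the real contrast there, up to its sign. These draws thus still hold part of the genotype difference. They cannot show how many of the 24 chance alone would give. In macaques 1 of 4 splits gave as many genes, 1 of 4 gave as many lists (the others up to 4 lists against 6), and 2 of 4 gave a rat to macaque rho as far from 0.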

How the results depend on the processing

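The alternatives were fixed before the data were examined, except edgeR and DESeq2 on the recovered rat reads and the fits without some time points, which were chosen after seeing the data. A pseudocount of 0.1, no filter on low values, quantile normalisation and edgeR on the recovered reads left each rat count within 1.5 times its reported value. Under quantile normalisation the share of higher genes went from 53.9% to 46.1% in the average, from 51% to 45.7% at W16 and from 52.1% to 48.1% at W32, so the majority direction changed there. Rescaling by median ratios equals the deposited scaling and was not run. The planned DESeq2 fit on the deposited rat values was not run, since these are scaled log2 values. DESeq2 on the recovered reads called 499 genes at W4, 594 at W8 and 515 at W48, and the cause was not tested. At W16 and W32 its counts were within 1.5 times the reported ones. Fits that leave the W32 knockout group with 1 rat gave no counts.

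With the replicate block, 136 genes passed at W4, 190 at W8, 1658 at W32, 1129 in the interaction and 0 in macaques (2190 at an unadjusted p under 0.05). The mean correlation of same-numbered deviations was 0.04 in rats and -0.04 in macaques, so the numbers hardly pair the animals. With only the samples of a time point in the fit, 131 genes passed at W4, 182 at W8, 1615 at W16, 1099 at W32 and 152 at W48, and the cause was not tested. Without W32, 1226 genes passed in the interaction. With W4, W8 and W16 only, 2327 passed in the average, 1015 in the interaction and 1588 between time points in wild type, for which the cause was not tested. DESeq2 called 836 genes in macaques against 3 by edgeR. In simulated macaque counts DESeq2 made 16 false calls among 209 and edgeR made 3 among 192.

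The rat to macaque rho was 0.163 with W4 alone and 0.0428 with W8 alone, opposite in sign to the average, and -0.179 with W16 alone. The cause was not tested. With the inter-gene correlation estimated per list, 2 rat pairs and 1 macaque list passed. The estimated correlation within these lists lowers the number, so the list calls depend on this setting.

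Leaving out 1 replicate at a time gave from 39 to 217 genes at W4, 114 to 366 at W8, 2459 to 4027 at W16, 1841 to 2539 at W32 and 73 to 322 at W48. It gave from 3638 to 4244 in the average, 1509 to 2782 in the interaction, 1996 to 3171 between time points in wild type and 5146 to 6041 in knockout rats. In macaques it gave from 0 to 1 gene and from 4 to 7 lists, and rho from -0.107 to -0.00832. In rats it gave from 21 to 26 list pairs.

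For the 71 values of named genes, 1414 recomputed values gave 1289 on the same side of the threshold, 104 weaker, 15 stronger and 6 moved, and none reversed. The number of rats limits these results. At W32 the fall in Eif2s3y rests on 2 libraries, and at 3 animals per group the calls at W4, W8 and W48 changed with the animal left out.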

Other observations

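The tests on the W32 knockout libraries, the pancreatic and adipose transcripts, the set of libraries with pancreatic reads and the male-biased transcripts were chosen only after those patterns were seen. The tests on clock genes and on macaque depth were not.

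The W32 knockout libraries almost lack Eif2s3y reads. If these rats were of the other sex, sex-biased liver transcripts would shift with them. Of 19 such transcripts, listed from general knowledge, 17 moved that way at W32 relative to the mean effect of the other time points (89.5%). These were all 10 male-biased and 7 of 9 female-biased transcripts. The male-biased ones were also lower in knockout rats with Y-linked reads at W16, so they cannot separate sex from a knockout effect. Cyp2c12, A1bg, Cux2 and Akr1b7 rose by 4.49, 3.53, 1.78 and 5.74 at W32. Their mean effects elsewhere were -0.01, -0.74, -1.12 and -1.79. Sult2a2 and Prlr were higher elsewhere too, Sult2a1 was lower at both, and Cyp2c7 and Cyp2a1 did not rise further. A knockout effect shared by all time points does not give those rises, but one limited to W32 could. Cyp2c11 was 8.67 and 9.71 in the W32 knockout libraries and 6.21 to 17.51 in the other 27. Cyp2c12 was 17.21 and 14.69 against 9.99 to 16.15, so neither separates these libraries from all 27 by itself. The overlap of Cyp2c11 lies at W4 only. From W8 on its lowest value in the others was 9.84, in W16 knockout replicate 1, slightly above both W32 knockout values. A loss of reads at Eif2s3y alone was tested with Ddx3, whose lowest value in the other 27 libraries lay 7.19 above the highest in the W32 knockout libraries, so the loss was not limited to that gene. In GRCr8 the symbol Ddx3 is both a gene of its own and an older name of Ddx3y, so which locus this row counts is uncertain. A candidate explanation, resting on Eif2s3y and Ddx3, is that the W32 knockout rats were female and the other 27 male. A mislabelled sample remains possible. No separate biological explanation was tested, and the genotype cannot be told apart from this difference at W32.

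W32 knockout replicate 2 holds pancreatic enzyme transcripts. All 20 acinar markers were highest in this library (100%), as RNA from pancreas in it would give. The 9 genes of the sums above are among these markers, so part of this test restates the pattern. Its 23 Lep reads may come from adipose tissue taken along, but only 50% of 6 adipose markers were highest in this library, under the 80% set for that. The 52 to 222 pancreatic reads in 6 other libraries were tested as carry-over from this library. Their shares differed by a factor of 4.07, above the limit of 3, so an equal carry-over was not found. No biological explanation was tested for these patterns.

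Lipogenesis transcripts differ within the W48 wild-type group. The lowest mean among the 5 wild-type libraries with at least 10 pancreatic reads was 11.44, and the highest among the other 10 was 10.84, a gap of 0.60. Wild-type replicate 3 at W48 is the highest of those 10. The split is consistent with a difference between collections or library batches, which the labels do not give. All 5 libraries with such reads are from W32 or W48. Of the other 10, only wild-type replicate 3 at W48 is from these time points. The gap therefore largely follows the time point. Set and time point can be told apart only within W48, by that library.

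Clock genes vary between rats of the same group. The mean within-group SD of 14 clock genes was 0.69 against a median of 0.23 in 10000 random lists matched on expression, above 100% of them. Npas2 had an SD of 1.43 and Dbp of 1.10. Different collection times or light phases within groups are a candidate explanation, which the labels do not record.

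Male-biased transcripts were lower in knockout rats that hold Y-linked reads. At W16 the 10 transcripts had a mean difference of -3.74, with 10 of 10 lower and a camera p of 3.15e-06 (limma, unadjusted, at the fixed inter-gene correlation). The list holds Mup4 and Obp3, already named as the largest falls at W16, so this p partly restates the pattern. The mean differences were -1.02 at W8, -1.65 at W48 and 0.41 at W4. Leaving out any W16 knockout rat left at least 0.759 of the mean difference, so it does not rest on a single animal. This may reflect lower male-pattern expression in knockout males, as a hypothesis. The regroupings of rats counted the 10 lists fixed in advance and not this one. At W16, 7 of the 10 transcripts passed singly, while the other splits of the W16 rats gave 0 genes. With 4 splits, of which the others mix the genotypes, this cannot decide about chance at W16. Reads may be split between Mup or Cyp copies, which was not tested, so that explanation remains for those genes.

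RT1-A3 and RT1-Bb, genes of the rat major histocompatibility complex, were at 0 to 2 reads in some rats and at 45 reads or more in others of the same group. In wild type at W4, RT1-A3 had 110 reads in replicate 2 and 0 in replicates 1 and 3, and RT1-Bb had 45 and 0. Strain or haplotype differences were not tested.

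More lipogenesis and cholesterol synthesis transcripts were found in CM than in WT macaques. With every macaque library thinned to the smallest total, the larger adjusted p of the 2 lists was 6.64e-07 in camera, so library depth does not account for it. Regrouped macaques gave up to 4 passing lists, so chance cannot be excluded with 3 animals per group.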
